A study of Mus musculus with 4 samples.

How the data were processed

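Single cells from whole noses of mouse embryos at embryonic day 14.5 were profiled with 10x Genomics droplet RNA sequencing, per the labels' protocols with the 3-prime chemistry, which reads the poly-adenylated end of each transcript. The 4 libraries analysed here fall into 2 control and 2 mutant libraries by their titles. The series design describes the mutants as carrying a Cre recombinase driven by Sox10 with 1 floxed and 1 wild-type Yap allele and both Taz alleles floxed. The descriptions of the controls disagree: the sample labels name a wild-type strain, whereas the series design describes floxed animals without Cre. Which of these is right was not settled, and groups are named by the titles throughout. The labels' protocols name more than 1 sequencing provider without saying which library went to which, so a batch could not be tested. They also speak of a further sample, which was not analysed here. Cells were dissociated with papain and frozen before loading, per the labels.

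The deposited matrices hold raw UMI counts per gene and barcode, which the authors made with Cell Ranger, per the file headers. The number of barcodes is that of a matrix already filtered to cells. A UMI is a random tag that marks 1 captured molecule. The genome build was not stated in the labels. Gene positions given here are those of GENCODE M21 on GRCm38, matched by Ensembl identifier for 32158 of 32285 features. The libraries held 4566, 2827, 3624 and 4846 barcodes and 35887490, 20170229, 30040144 and 27646940 UMIs for control 1, control 2, mutant 1 and mutant 2. No pair of libraries was the same data deposited again, since barcode numbers and totals all differed.

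Barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were scored with Scrublet within scanpy 1.11.5. The automatic threshold of that method marked between 0 and 2 cells per library, so it had not worked, and the cells with the highest scores were removed instead at 0.8% per 1000 barcodes. This took out 149, 56, 87 and 163 cells in the order above and left 3926, 2418, 2908 and 4032 cells. Median depth of retained cells was 6926.5, 6813, 8497.5 and 5210 UMIs. Counts were scaled to 10000 UMIs per cell for clustering alone, on 1995 variable genes chosen across the libraries, leaving out mitochondrial genes and a short list of sex-linked ones, 40 principal components, 20 neighbours and Leiden resolution 1. Clustering was done on all cells within the gene and mitochondrial limits, with the doublets still in. The alternatives with doublets kept or stricter cells reuse these clusters. No batch correction was applied.

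Clusters were named from marker lists fixed before the data were examined. A marker counted when it was detected in at least 20% of a cluster's cells at 2 times or more the level of the other clusters, with a pseudocount of 10 CPM. A name needed at least 3 markers and at least 1 of them among the 10 leading genes, and no unrelated class with 75% as many. Mesenchymal clusters were named against the named non-mesenchymal clusters, without the need of a leading marker. The scoring rule was revised several times, and it, the pooling of ensheathing and Schwann lists as glia and the 75% limit were set after the clusters' leading genes and their cell numbers per library had been seen. They left 6 clusters unnamed, which held 12.0% of cells in control 1, 12.0% in control 2, 19.5% in mutant 1 and 14.3% in mutant 2, a mean of 12.0% in controls against 16.9% in mutants. Cluster 26, led by endothelial genes at low depth, was 99 cells of mutant 2 and 1 cell of control 1.

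Several planned comparisons could not be made as planned. Ensheathing and Schwann glia formed 1 cluster. No cluster at resolution 1 was named as an olfactory, vomeronasal or GnRH-1 neuron, so the makeup of the neuronal lineage was not analysed here. In its place the share of the single immature olfactory neuron-like cluster at resolution 2 is given, and unnamed cluster 7, which mixed olfactory neuronal and epithelial genes, was tested by its number. Both were chosen after seeing the data.

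Raw counts were summed per library and class and tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) under R 4.3.3, with Benjamini-Hochberg adjustment within each class at a threshold of 0.05. Classes with at least 20 cells in every library were tested. Standard errors are the log2 change divided by the square root of the F statistic. The edgeR log2 change includes a small prior count, so it is no bound for genes near 0. Alternatives were DESeq2 1.42.0, other size factors, no filter on low counts, a replicate block, stricter cells, doublets kept, resolution 2, and each library left out in turn. Gene sets were tested with camera of limma 3.58.1 at a correlation of 0.01, with fry and an estimated correlation beside it, adjusted over 73 tests of sets with at least 3 tested genes. Cell numbers were tested with edgeR with retained cells as library size. Shares carry exact 95% binomial intervals, and upper limits for a count of 0 rest on 3 counts. Both cover counting error only. Exact two-sided permutation tests of 2 against 2 libraries cannot go below 0.33. For cycling cells and Gnrh1 cells, each cell was thinned to 2000 UMIs where stated.

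Genes were named by a rule fixed together with the marker lists, gene sets and tests. Yap1, Wwtr1, Gnrh1 and Sox10 were always given. Beyond these, glia could have up to 5 higher and 5 lower genes and every other class up to 2 of each. These had the smallest p-values among genes under the threshold whose CPM did not overlap between the groups. Genes that lead a class's own clusters were passed over in that class, a step the fixed rule did not hold. In mural-like cells it left out Vtn, whose edgeR adjusted p of 3.07e-08 was below those of Clstn2 and Tbx18. The genes passed over in mural-like cells were Acta2, Rgs5, Tagln and Vtn. For that reason the share of mural-like cells was tested with the other classes but not interpreted (log2 ratio -0.34 ± 0.33, edgeR adjusted p 0.569).

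The tests were tested on simulated data in which 200 genes were changed by a log2 value of 2, drawn from the means, library sizes and dispersions of each class. The test recovered 73.5% of these in glia (4508 genes tested), 89.5% in mesenchyme (15221 genes), 87.0% in mural (5111 genes) and 64.5% in unnamed cluster 7 (10427 genes). Calls that were not simulated made up 5.77%, 8.67%, 1.69% and 15.7% in the same order. For the interaction of glia and unnamed cluster 7 (4728 genes), in which 294 genes were changed, 65.0% were recovered and 9.91% of calls were not simulated. In 200 simulated sets of cell numbers, a glial share lowered 4-fold was called in 81.5%. The spread between libraries in these sets was preset and not taken from the data, so this recovery holds for that spread alone.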

Results

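Whole noses of embryonic day 14.5 mice were compared between 2 control libraries and 2 libraries labelled mutant, in which the transcriptional coactivators Yap1 and Wwtr1 (Taz) were targeted by a Sox10-driven Cre recombinase. Sox10 marks the neural crest, which gives rise to the glia along the olfactory nerves. The series asks how this loss affects olfactory ensheathing glia, olfactory and vomeronasal neurons, and GnRH-1 neurons. After filtering, 13284 cells remained, with 33517888 and 18939671 UMIs in the controls and 27549633 and 25199142 UMIs in the libraries labelled mutant. Glia-like cells were few: 39, 24, 29 and 20 in control 1, control 2, mutant 1 and mutant 2.

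The targeted genes were examined first. Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596, GRCm38) was at 65.6 and 67.3 CPM in the controls and 56.2 and 55.0 CPM in the libraries labelled mutant, over all retained cells. The log2 change was -0.26 ± 0.079 (SE, n = 2 against 2), with an edgeR adjusted p of 0.932. In mesenchyme-like cells Yap1 changed by -0.25 ± 0.087 on the log2 scale, with an adjusted p of 0.574. It was also lower in both libraries labelled mutant in osteoblast-like, keratinocyte-like and endothelial-like cells and in unnamed cluster 7, without passing the threshold. Cluster 7 had the largest of these changes, at -0.65 ± 0.26. In mural-like cells Yap1 overlapped between the groups. In glia-like cells it rested on 18, 12, 14 and 8 UMIs, and the change of -0.22 ± 0.43 was not detectable at this depth. Wwtr1 (ENSMUSG00000027803, chromosome 3, 57455649 to 57575910) did not separate the groups over all cells, at 118.3 and 149.2 CPM in the controls and 120.7 and 131.0 CPM in the libraries labelled mutant. In glia-like cells Wwtr1 was at 261.8 and 230.0 CPM in the controls and 295.0 and 356.2 CPM in the libraries labelled mutant, a log2 change of 0.38 ± 0.26 with an edgeR adjusted p of 0.965. The 3-prime assay can count transcripts that lack floxed exons, so these values do not measure recombination. Wwtr1 was higher in both libraries labelled mutant than in both controls in glia-like cells, and lower in both in osteoblast-like cells, at 104.5 and 105.3 against 78.6 and 80.2 CPM (edgeR adjusted p 1.00), and in mural-like cells, at 131.5 and 131.1 against 98.8 and 117.0 CPM. In mesenchyme-like, keratinocyte-like and endothelial-like cells and in unnamed cluster 7 it overlapped between the groups. With each library left out in turn, the Wwtr1 change over all cells lay between -0.25 and 0.09, and the Yap1 change in glia-like cells between -0.37 and -0.02.

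**Figure D1:**
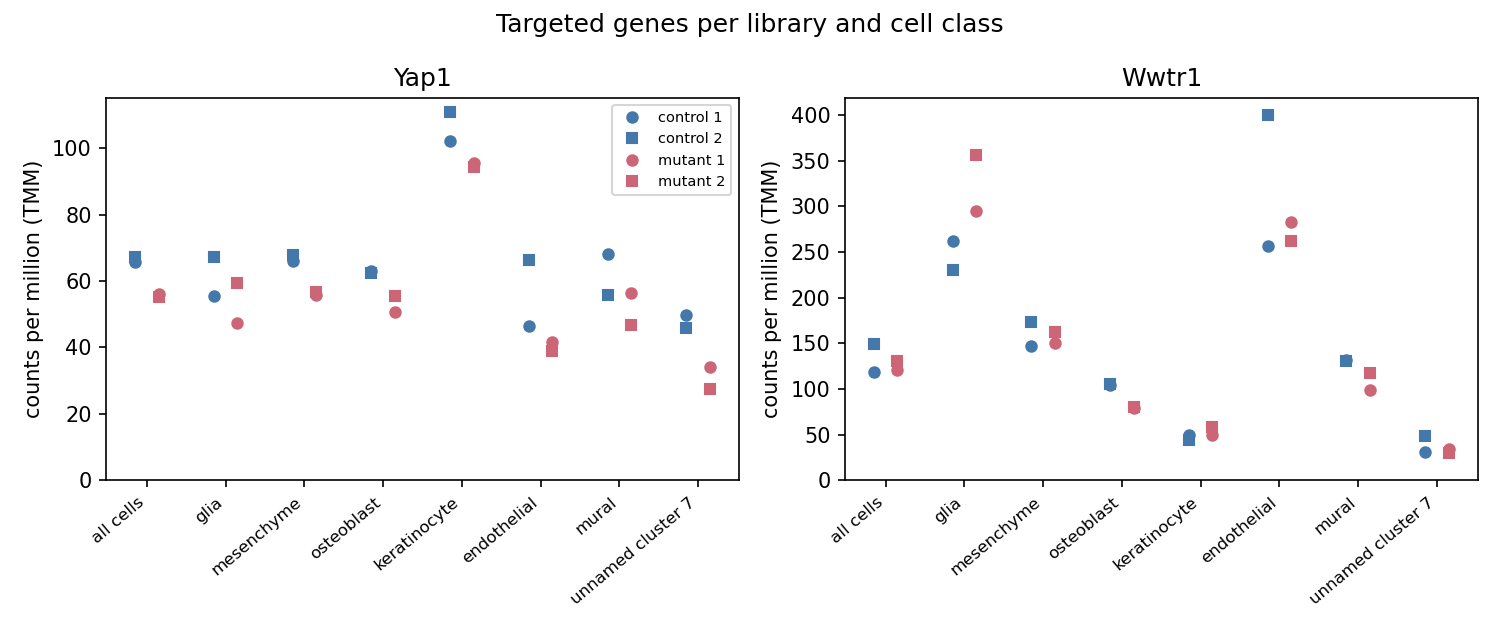
CPM, the UMIs of a gene scaled to a common library total (vertical axis, TMM scaled) of Yap1 and Wwtr1 in each library, for all retained cells and for each class tested except macrophage-like cells, which held 0 Yap1 UMIs; circles and squares are libraries 1 and 2 of each group. Over all cells Yap1 lay at 56.2 and 55.0 in the libraries labelled mutant and 65.6 and 67.3 in the controls, while Wwtr1 overlapped between the groups.

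Sox10 (ENSMUSG00000033006, chromosome 15, 79154908 to 79165240) did not differ in glia-like cells, at 301.9 and 437.5 CPM in controls and 308.6 and 460.1 CPM in the libraries labelled mutant. Its log2 change there was 0.05 ± 0.30, with an edgeR adjusted p of 0.999. Over all cells it was at 5.07 and 6.83 CPM in controls and 4.37 and 3.64 CPM in the libraries labelled mutant, a log2 change of -0.56 ± 0.24 with an adjusted p of 0.932.

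The share of each class was compared to ask whether the makeup of the nose differed. No class compared passed an edgeR adjusted p of 0.05, adjusted over 10 classes, and 1 of them, skeletal muscle-like cells, had an unadjusted edgeR p of 0.0290. Glia-like cells made up 0.993% (exact 95% interval 0.707 to 1.36) and 0.993% (0.637 to 1.47) of the controls. They made up 0.997% (0.669 to 1.43) and 0.496% (0.303 to 0.765) of the libraries labelled mutant. The edgeR log2 ratio was -0.45 ± 0.41 with an adjusted p of 0.569. Ratios with a library left out are log2 ratios of mean shares, not edgeR fits. In glia-like cells this ratio was -0.41 with all libraries and 0.01 without mutant 2, so mutant 2 decided it. Skeletal muscle-like cells had a log2 ratio of -1.07 ± 0.42 with an adjusted p of 0.290, and were lower in both libraries labelled mutant than in both controls. Keratinocyte-like cells had a ratio of 0.54 ± 0.32 and an adjusted p of 0.414. Their ratio of mean shares was 0.55 with all libraries and 0.97 with control 1 left out. Nasal respiratory epithelial-like cells had an edgeR ratio of 0.76 ± 0.39 and an edgeR adjusted p of 0.402. Their ratio of mean shares was 0.81 with all libraries and 1.47 with control 1 left out. At resolution 2 the edgeR ratio was 0.30 and the shares overlapped, at 2.67% and 3.52% against 4.54% and 3.08%. The class there also took in cluster 33 of that resolution, 246 cells with a median of 1812 UMIs. Its other cluster, led by Bpifa1, Olfm5 and Cbr2, did not overlap, at 1.48% and 0.703% against 1.99% and 1.66%. Mesenchyme-like cells made up 60.1% and 68.0% of the controls and 57.2% and 60.1% of the libraries labelled mutant.

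**Figure D2:**
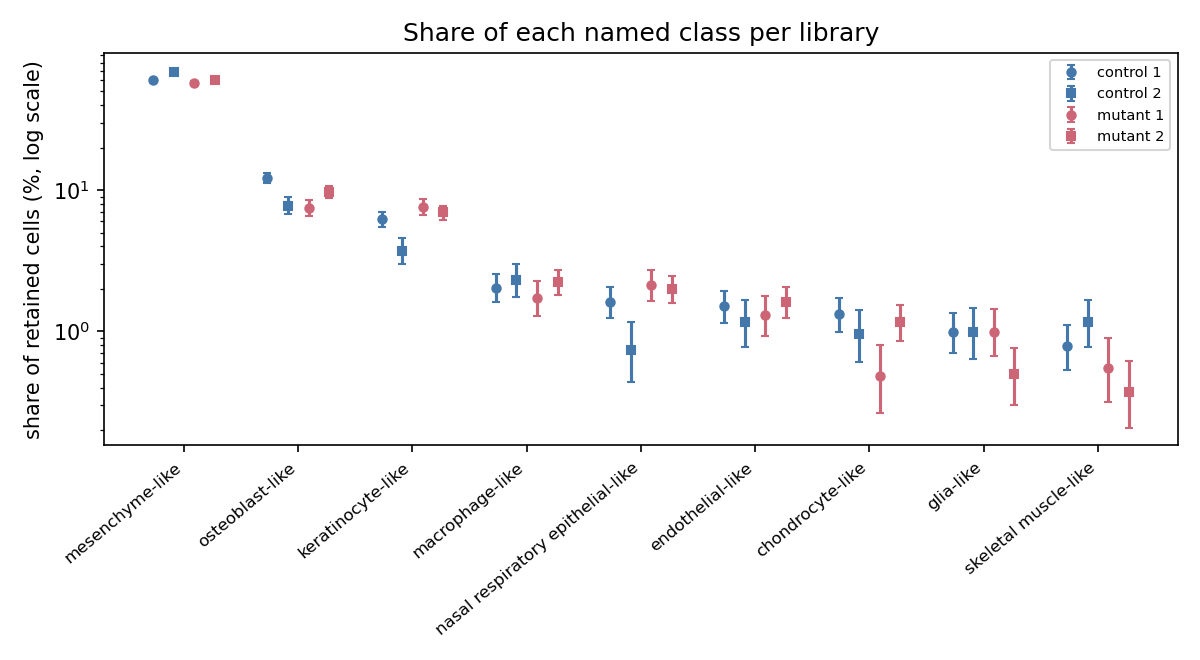
Share of retained cells (percent, log scale) in each named class, mural-like cells left out, with exact 95% binomial intervals; each point is 1 library. Glia-like cells lay at 0.993%, 0.993% and 0.997% in control 1, control 2 and mutant 1, and at 0.496% in mutant 2.

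For the neurons, the single immature olfactory neuron-like cluster at resolution 2 was counted. It held 0.790% and 0.248% of cells in the controls and 0.928% and 0.546% in the libraries labelled mutant. The edgeR log2 ratio was 0.39 ± 0.59 with an adjusted p of 0.773. Control 1 and control 2 differed by more than the groups did, and without control 1 the log2 ratio of mean shares was 1.57.

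GnRH-1 cells were sought as cells with at least 3 Gnrh1 UMIs. There were 2 of 3926 cells in control 1, 0 of 2418 in control 2, 1 of 2908 in mutant 1 and 0 of 4032 in mutant 2. A count of 0 allows shares of up to 0.124% in control 2 and 0.0744% in mutant 2. The exact permutation p was 1.00, and the smallest it can be is 0.33. Cells with at least 1 UMI made up 0.484%, 0.248%, 0.516% and 0.322% of all cells in the order of the libraries. Among macrophage-like cells, which should lack the gene, they were 1 of 80, 0 of 56, 0 of 50 and 1 of 90. Median depths of all cells were 6926.5, 6813, 8497.5 and 5210 UMIs, and of macrophage-like cells 9566.5, 7737, 10041 and 7411 UMIs. After thinning, 5, 1, 6 and 3 cells had at least 1 UMI. The macrophage counts of 0 allow shares of up to 5.36% in control 2 and 6.00% in mutant 1, so they are too few to tell the shares at 1 UMI from background. No macrophage-like cell had 3 UMIs, and 1 cell of control 1 had at least 10. Of the 32 Gnrh1 UMIs of control 1, 16 lay in keratinocyte-like and 9 in mesenchyme-like cells, so that cell was in the keratinocyte-like class. Over all cells Gnrh1 changed by -0.28 ± 0.57 on the log2 scale, with an edgeR adjusted p of 0.962. With each library left out in turn, this change lay between -0.77 and 0.78. With these few cells, no difference in GnRH-1 cells was detectable at this depth.

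Genes were then tested within each class. In glia-like cells 0 of 4912 genes passed the threshold and 229 had an unadjusted p under 0.05. Without the filter on low counts, the alternative that moved this count most, 35 genes passed. No gene passed in mesenchyme-like, osteoblast-like or macrophage-like cells or in unnamed cluster 7, where 1252, 348, 304 and 356 genes had an unadjusted p under 0.05. Without that filter 178, 62, 84 and 313 genes passed there.

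In mural-like cells 176 of 5504 genes passed, 89 higher and 87 lower in the libraries labelled mutant. Dlk1 (chromosome 12, 109452823 to 109463336) was higher, at 784.2 and 763.0 CPM against 2092 and 2065 CPM (log2 change 1.42 ± 0.15, edgeR adjusted p 2.56e-06). Igfbp5 (chromosome 1, 72857932 to 72874884) was higher by 2.91 ± 0.33 on the log2 scale. Clstn2 (chromosome 9, 97444395 to 98033181) changed by -3.82 ± 0.38 and Tbx18 (chromosome 9, 87702800 to 87731260) by -3.03 ± 0.36. Each gene separated both groups. These sums rest on 51, 29, 28 and 41 cells. With each library left out in turn, the change of Igfbp5 lay between 2.33 and 3.95, the highest without control 1. Genes that lead the mural cluster differed too, with Acta2 changed by 1.31, Tagln by 1.25, Rgs5 by -0.77 and Vtn by -3.75, so cells of the same kind were not being compared with certainty.

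In endothelial-like cells 16 of 8319 genes passed, 4 higher and 12 lower. Slc38a5 (chromosome X, 8271133 to 8280179) was at 63 and 50 UMIs in the controls and 0 and 1 in the libraries labelled mutant, a control to mutant ratio of 135.6 (exact 95% counting interval 23.9 to 5403). Spock2 (chromosome 10, 60106219 to 60135198) had 62 and 29 UMIs against 2 and 1, a ratio of 36.4 (12.1 to 179.8). Their edgeR adjusted p-values were both 2.47e-04. Ptn (chromosome 6, 36714929 to 36810220) was higher by 3.58 ± 0.45 on the log2 scale and Col1a1 (chromosome 11, 94936224 to 94953042) by 2.83 ± 0.45. Col1a1 is on the mesenchyme marker list and had 11 and 2 UMIs in the controls against 28 and 88. No correction for RNA from other cells was made, so its origin is uncertain. With 1 library left out, the changes lay between 2.23 and 3.62 for Col1a1, -8.93 and -6.34 for Slc38a5 and -5.92 and -4.34 for Spock2. With doublets kept, 6 genes passed in this class.

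In keratinocyte-like cells 4 of 11370 genes passed, all higher, and 658 had an unadjusted p under 0.05. Hspa1a was at 35.9 and 17.3 CPM in controls and 187.5 and 212.0 CPM in the libraries labelled mutant (log2 change 2.74 ± 0.24, edgeR adjusted p 0.0158). Hspa1b changed by 1.85 ± 0.18. These neighbours on chromosome 17 are near-identical copies whose reads the counting can split, so their separate values are uncertain. The change of Hspa1a lay between 2.47 and 3.53 with 1 library left out. The remaining genes, named after their values were seen, were Zfpm2 and Elmo1.

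Gene sets were tested to ask whether YAP and TAZ targets or other programmes moved. Targets of YAP and TAZ passed in 0 of 8 classes, and in 1 of them, keratinocyte-like cells, had an unadjusted camera p under 0.05. Their mean log2 change was 0.03 in glia-like cells (camera adjusted p 0.842) and -0.09 in mesenchyme-like cells (adjusted p 0.206). Over all genes tested, 1 target passed in endothelial-like cells, and 1 when adjusted over the list alone. In keratinocyte-like cells 0 passed over all genes and 1 when adjusted over the list alone, with 4 at an unadjusted p under 0.05. In glia-like cells 0 of 10 targets had an unadjusted p under 0.05. The endothelial gene was Foxf2, named after its value was seen. Of 73 set tests, 13 passed under camera. Under fry 0 passed, with 4 at an unadjusted p under 0.05, and under an estimated correlation 0 passed, with 1 at an unadjusted p under 0.05. Each of the 13 calls therefore rests on the preset correlation. The dissociation stress set was higher in glia-like cells by a mean log2 change of 0.97 (camera adjusted p 1.17e-06), and basement membrane genes were lower in mesenchyme-like cells by a mean of -0.53 (adjusted p 1.77e-11). With equal numbers of cells from each mesenchymal cluster in every library, the mean for basement membrane genes was -0.09.

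No cluster was named as olfactory epithelium, and unnamed cluster 7 also carried markers of nasal respiratory epithelium. The interaction of class and genotype was therefore tested for glia-like cells against this mixed cluster. It was past the threshold for 0 of 8110 genes, with 311 at an unadjusted p under 0.05.

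Cycling cells were counted after thinning. In glia-like cells the share was 53.8% and 58.3% in controls and 44.8% and 35.0% in the libraries labelled mutant, a difference of -16.2 percentage points. The exact permutation p was 0.33, the smallest the design allows. Without thinning the shares were 84.6% and 83.3% against 82.8% and 70.0%. The exact 95% intervals of the thinned shares overlapped, from 26.4% to 64.3% in mutant 1 and from 37.2% to 69.9% in control 1. Proliferation genes as a set were flat in glia-like cells, with a mean log2 change of 0.0008 (camera adjusted p 0.866). In mesenchyme-like cells the shares were 26.6% and 25.9% against 23.3% and 23.2%, with the same p in the exact permutation test. Without thinning they overlapped, at 51.9% and 51.6% against 55.4% and 44.0%, with an exact permutation p of 1.00.

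Genes near Sox10 were also listed by position, after their values were seen. Over all retained cells, Eif3l (79075179 to 79094405) was at 93.9 and 91.1 CPM in controls and 179.6 and 186.5 CPM in the libraries labelled mutant, a log2 change of 0.98 ± 0.084. Micall1 changed by 1.05 ± 0.11, 1700088E04Rik by 1.04 ± 0.26 and Polr2f by 0.86 ± 0.086. These 4 genes lie side by side over 76.6 kb of chromosome 15. The edgeR adjusted p of Eif3l over all cells was 0.296. In mural-like cells Eif3l and Polr2f passed, with adjusted p-values of 0.0233 and 0.00637.

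**Figure D3:**
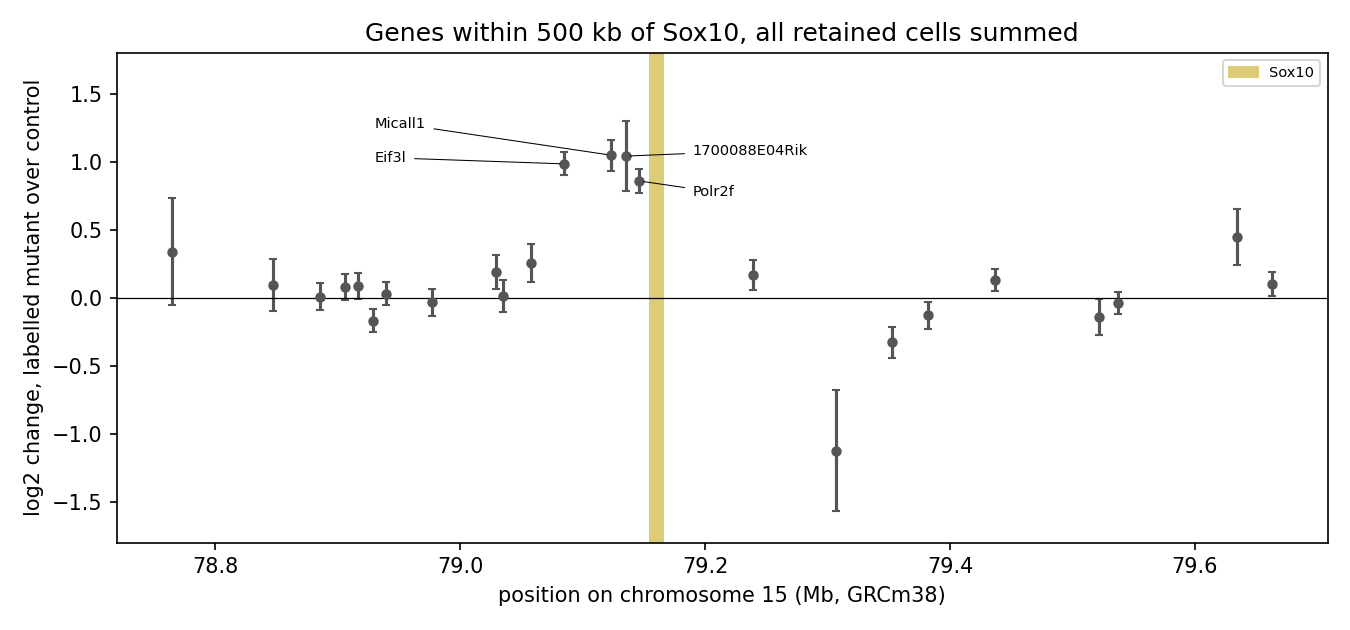
Log2 change (vertical axis, with SE) of genes within 500 kb of Sox10 against their position on chromosome 15 in GRCm38 (horizontal axis, Mb), from all retained cells summed per library; the band marks Sox10. The 4 named genes lie between 0.86 and 1.05, and the median of the 20 flanking genes was 0.06.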

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

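The tests in this part chosen only after results were seen were those of unnamed cluster 7, alone or against glia, the neuron-like cluster at resolution 2, equal cluster makeup, crossed pairing, clusters by number, and thinned cells with at least 1 Gnrh1 UMI. Counts of changed genes were the least stable values. Without the filter on low counts they were 35 in glia, 178 in mesenchyme, 62 in osteoblast, 176 in keratinocyte, 109 in endothelial, 84 in macrophage, 292 in mural and 313 in unnamed cluster 7, and the glia against cluster 7 interaction went from 0 to 34. The cause was not tested. Genes with few counts did not enter only there. The DESeq2 Wald test covered about as many genes as the unfiltered fit in glia (15060) and endothelial (17410), and called 0 and 8. The DESeq2 Wald test gave 52 in mesenchyme, 3 in osteoblast, 13 in keratinocyte, 8 in endothelial, 3 in macrophage, 47 in mural and 2 in unnamed cluster 7.

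Same-numbered control and mutant libraries share only a number. Their deviations correlated at -0.01 in mesenchyme, 0.10 in glia, 0.03 in mural and -0.24 in unnamed cluster 7. With the replicate number as a block, counts were 61 in mesenchyme, 11 in osteoblast, 28 in keratinocyte, 62 in endothelial and 15 in macrophage, against 0, 0, 4, 16 and 0 without it. With crossed pairing, unnamed cluster 7 had 26 genes. The block also took the mean of YAP and TAZ targets in macrophage from -0.03 to 0.0037, and camera set calls from 13 to 17. The further calls were haemoglobin genes in endothelial, whose mean went from -1.06 to 2.69 (camera adjusted p 4.83e-31), proliferation genes in osteoblast, and basement membrane and mature olfactory neuron genes in unnamed cluster 7.

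Doublets kept gave 6 genes in endothelial. Resolution 2 gave 1 in osteoblast and 2 in macrophage, stricter cells 1 in macrophage, and equal cluster makeup 1 in mesenchyme. Too few cells were left for stricter cells to give a value in glia or endothelial. DESeq2 size factors and leaving out sex-linked and haemoglobin genes kept all counts within 1.5 times those first given. Set calls went from 13 to 0 under fry and to 0 under an estimated correlation. The 13 calls rest on the preset correlation, and the cause of the change under fry was not tested.

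In tests of classes, no share passed its threshold under any alternative, and none changed direction except when 1 library was left out. Clusters 20 and 26 passed when clusters were tested by number. Cluster 26 rests on mutant 2 alone, which held 99 of its 100 cells. Log2 ratios of mean shares were taken with each library left out, without an edgeR fit. They ran from -1.24 to 0.035 in chondrocyte, -1.00 to 0.0062 in glia and 0.23 to 0.97 in keratinocyte. In nasal respiratory epithelial cells they ran from 0.36 to 1.47, and in the immature neuron-like cluster from -0.10 to 1.57. Differences in Gnrh1 cells were -0.0083 points at 3 UMIs, 0.053 at 1 UMI and 0.060 at 1 UMI after thinning. With a library left out, changes of single genes outside the main results moved by more than the spread of replicates in 15 cases. In 77 they did not. Main results, which include shares, Gnrh1 cells and cycling shares, moved in 5 cases and did not in 99. With 2 libraries per group, leaving out 1 cannot move a difference of group means by more than that spread. These counts therefore do not show that the results were stable. The difference in cycling share changed sign without thinning in macrophage (2.26 points), mural (-3.48) and unnamed cluster 7 (5.45), and at 1 UMI in mural (-7.93). None could pass a test in this design. Glial counts of 20 to 39 cells per library limit every glial result.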

Other observations

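The tests in this part, on the wider shift, chance run, extra copies, strain variant, brain vessel genes, brain cell markers, depth, cluster makeup, Xist and handling, were chosen only after the results that prompted them were seen, although for extra copies, vessel genes, brain markers and cluster makeup the outcome each explanation needed was set before the value of that test was known.

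The run of genes beside Sox10 was sharp. Within 500 kb, the 20 flanking genes had a median log2 change of 0.056, which argues against a wider shift of the neighbourhood or of normalization. In 0 of 1000 shuffles of the order of 11594 genes did 4 neighbours all exceed 0.8, which argues against a chance run, with the limit that the threshold was set on this run. A candidate explanation is that the Cre line carries extra copies of this segment, so that its genes rise outside the Sox10 lineage too. This was tested in macrophage-like and endothelial-like cells, where the 5 values had a median of 0.92. The endothelial values ran from 0.92 to 1.46, and the macrophage values were smaller, at 0.54 ± 0.23 for Eif3l and 0.68 ± 0.18 for Polr2f. A variant of another strain near the insertion remains open, since the 4 log2 changes spanned only 0.19 but a variant could also act alike on all of them. In this reading, the raised Eif3l, Micall1 and Polr2f would mark the Cre line and not the loss of Yap1 and Wwtr1, and they appear in both libraries labelled mutant and in neither control. Sox10 itself was not raised.

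Genes lower in the libraries labelled mutant in several classes recall vessels and coverings of the brain. Cluster 20 of the mesenchyme, whose leading genes included Trpm3, Vtn, Slc6a13 and Lama1, held 61 and 72 cells in the controls and 5 and 19 in the libraries labelled mutant. In the test of clusters by number, added later, its log2 ratio was -2.75 ± 0.63 with an edgeR adjusted p of 0.0118. Fewer brain-type vessels among the endothelial-like cells may explain the genes called there. A list of 10 brain vessel genes that held none of the called genes was at 602.7 and 721.9 CPM in controls and 432.3 and 471.9 CPM in the libraries labelled mutant, a ratio of 1.46. Its most abundant members went apart, with Slc2a1 at 211.6 and 304.9 against 104.9 and 145.1 CPM and Abcg2 at 273.7 and 239.8 against 298.8 and 263.1 CPM. Depth does not account for the mural calls, because the lower mural total of the libraries labelled mutant, 307762 UMIs, lay within the range of the controls. Whether more brain and meninges were dissected with the control noses cannot be told apart from an effect of genotype. The sum of the 10 brain cell markers overlapped between the groups, with a ratio of 1.04, but Bcl11a made up 86.8% of that sum, so the test could not have shown a small amount of brain, a limit recognised after its value was seen. Single markers near the floor were higher in both controls, with Hes5 at 2.51 and 1.90 against 1.27 and 1.07 CPM, Emx1 at 0.567 and 0.422 against 0.109 and 0.119 CPM and Eomes at 0.269 and 0.106 against 0.0726 and 0.0397 CPM. Neurod6 was lower in both controls, and the others overlapped. At resolution 2, unnamed cluster 43, with Ttr, Rmst, Fgf17 and Otx2os1 among its leading genes, held 13 and 21 cells of the controls and 6 and 0 of the libraries labelled mutant (0.331% and 0.868% against 0.206% and 0%, where 0 allows up to 0.0744%). Its origin was not tested. Of these markers 9 were detected in every library, and of the vessel genes 5 were detected in endothelial-like cells of every library. Meninges and part of the head's mural cells descend from the neural crest, so a genotype effect stays open and untested.

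Basement membrane genes were lower in mesenchyme-like cells by a mean of -0.53. With equal cluster makeup the mean was -0.088, so most of that mean went with the clusters. The unadjusted fry p was 0.051 before and 0.023 at equal makeup. Clusters were made from expression, so a cell with fewer of these transcripts could also fall in another cluster. The test therefore cannot tell a different makeup of the mesenchyme from a change within its cells. Proliferation genes in the same class went from -0.21 to 0.01 at equal cluster makeup.

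The mean log2 change of stress genes was above 0 in 8 of 8 classes, although relative to other genes camera placed the set lower in 2 of them, mesenchyme and keratinocyte. These classes include cells outside the Sox10 lineage. In keratinocyte-like cells 2 of the 4 genes called, all of them higher, belong to the stress set. Handling of the tissue is a candidate explanation, but it cannot be told apart from genotype, because the labels give no batch.

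Control 2 differed from the other libraries in a way its group does not explain. Xist, the RNA of the silenced X chromosome, was not detected in 27.4% of its cells, against 1.96% in control 1, 3.65% in mutant 1 and 2.73% in mutant 2. Shallow cells do not account for this, since after thinning the share was 33.0% in control 2 and between 10.2% and 12.4% in the others. Male cells do not account for it either, as control 2 held 2 UMIs of Y-linked genes in all of its cells. In cells of control 2 with at least 4000 UMIs, 4 genes that escape silencing summed to 249.5 CPM in 509 cells without Xist and 384.3 CPM in 1590 cells with it, a ratio of 0.649. The few such cells without Xist elsewhere went both ways. They were at 242.2 against 366.6 CPM in control 1 (23 cells), 207.0 against 392.8 in mutant 1 (14 cells) and 381.8 against 375.8 in mutant 2 (26 cells). The lower sum was therefore not specific to control 2. Loss of 1 X chromosome in part of the cells of control 2 remains a hypothesis, found and tested on the same data. No biological explanation tied to the groups was tested. Differences in Xist between the groups are therefore uncertain.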
